# Integrated transcriptomic and proteomic analysis of the molecular cargo of extracellular vesicles derived from porcine adipose tissue-derived mesenchymal stem cells

**DOI:** 10.1371/journal.pone.0174303

**Published:** 2017-03-23

**Authors:** Alfonso Eirin, Xiang-Yang Zhu, Amrutesh S. Puranik, John R. Woollard, Hui Tang, Surendra Dasari, Amir Lerman, Andre J. van Wijnen, Lilach O. Lerman

## Abstract

**Background:**

Mesenchymal stromal/stem cell (MSC) transplantation is a promising therapy for tissue regeneration. Extracellular vesicles (EVs) released by MSCs act as their paracrine effectors by delivering proteins and genetic material to recipient cells. To assess how their cargo mediates biological processes that drive their therapeutic effects, we integrated miRNA, mRNA, and protein expression data of EVs from porcine adipose tissue-derived MSCs.

**Methods:**

Simultaneous expression profiles of miRNAs, mRNAs, and proteins were obtained by high-throughput sequencing and LC-MS/MS proteomic analysis in porcine MSCs and their daughter EVs (n = 3 each). TargetScan and ComiR were used to predict miRNA target genes. Functional annotation analysis was performed using DAVID 6.7 database to rank primary gene ontology categories for the enriched mRNAs, miRNA target genes, and proteins. STRING was used to predict associations between mRNA and miRNA target genes.

**Results:**

Differential expression analysis revealed 4 miRNAs, 255 mRNAs, and 277 proteins enriched in EVs versus MSCs (fold change >2, p<0.05). EV-enriched miRNAs target transcription factors (TFs) and EV-enriched mRNAs encode TFs, but TF proteins are not enriched in EVs. Rather, EVs are enriched for proteins that support extracellular matrix remodeling, blood coagulation, inflammation, and angiogenesis.

**Conclusions:**

Porcine MSC-derived EVs contain a genetic cargo of miRNAs and mRNAs that collectively control TF activity in EVs and recipient cells, as well as proteins capable of modulating cellular pathways linked to tissue repair. These properties provide the fundamental basis for considering therapeutic use of EVs in tissue regeneration.

## Introduction

Mesenchymal stromal/stem cells (MSCs) are being tested in clinical trials to evaluate their therapeutic efficacy in a broad spectrum of diseases [1]. The potential medical benefits of MSCs reside in their remarkable differentiation capabilities, as well as potent pro-angiogenic and immunomodulatory properties [2]. Given that MSCs can be easily obtained from a variety of tissues, including adipose tissue, these cells offer an important advantage in clinical applications compared to other stem cell types.

Accumulating evidence indicate that the reparative effects of MSCs are primarily paracrine-mediated, including secretion of extracellular vesicles (EVs) composed of microvesicles and exosomes that mediate intercellular communications. Microvesicles (50-1000nm) are formed by outward budding and fission of the plasma membrane, whereas exosomes (40-100nm) are released as a consequence of multi-vesicular endosome fusion with the plasma membrane. Studies have shown that MSCs produce the highest amount of EVs among different cell types [3]. Furthermore, MSC-derived EVs recapitulate the pro-angiogenic and immunomodulatory functions of their parent MSCs by acting as vehicles for transferring genes, micro-RNA (miRNAs), and proteins to recipient cells [4, 5]. Consequently, EVs might constitute a promising platform for non-cellular regenerative therapies to complement the use of MSCs in tissue regeneration and repair, which are currently being tested in several clinical trials that evaluate the safety, tolerability, and efficacy of MSCs in treating a myriad of diseases [6].

Consistent with these concepts, we have previously shown that porcine adipose tissue-derived MSCs contain a combination of mRNAs and miRNAs that are in principle capable of regulating the expression of genes that control angiogenesis, adipogenesis, and other pathways in targeted cells [7]. We have also recently shown that these EVs contain proteins that may contribute to molecular mechanisms linked to MSC-mediated tissue repair, including modulators of angiogenesis, blood coagulation, extracellular matrix remodeling, apoptosis, and inflammation [8]. However, the regulatory interactions among components of the MSC regulome remain poorly characterized. Understanding the interactions among the different components of the EV regulome is critical for understanding the mechanisms responsible for MSC-induced tissue repair and ensuring the clinical success of MSC therapy.

In the current study, we performed a comprehensive integrated analysis of the mRNA and miRNA transcriptomes and proteome of porcine MSC-derived EVs, to assess whether these different types of molecular cargo are capable of mutual regulation, are functionally interrelated, and/or may together target distinct cellular pathways that converge on the same biological goals. Our results indicate that porcine MSC-derived EVs are selectively enriched for mRNAs and miRNAs that are predicted to interact and control the activity of transcription factors, while EV proteins are capable of modulating multiple cellular phosphorylation pathways. Collectively, these observations support the premise that EVs selectively incorporate genetic material and regulatory proteins that support MSC-mediated tissue regeneration.

## Materials and methods

The study was approved by the Mayo Clinic Animal Care and Use Committee. Fig 1 summarizes the experimental design and data analysis. Abdominal fat was collected from 3 female domestic pigs. Animals were anaesthetized with 0.25g of intramuscular tiletamine hydrochloride/zolazepam hydrochloride and 0.5g of xylazine, and anesthesia was maintained with intravenous ketamine (0.2mg/kg/min) and xylazine (0.03mg/kg/min). The abdominal region lateral to the umbilicus was draped and prepped under standard sterile technique using alcohol and local anesthesia (2mL 2% lidocaine). A small superficial 0.5cm skin incision was performed, and adipose tissue collected and stored in sterilized tubes. Analgesics (topical 1% lidocaine; Buprenorphine 0.005–0.02mg/kg IM, IV q6-12h) were administered for 24hrs days after fat biopsy.

**Fig 1:**
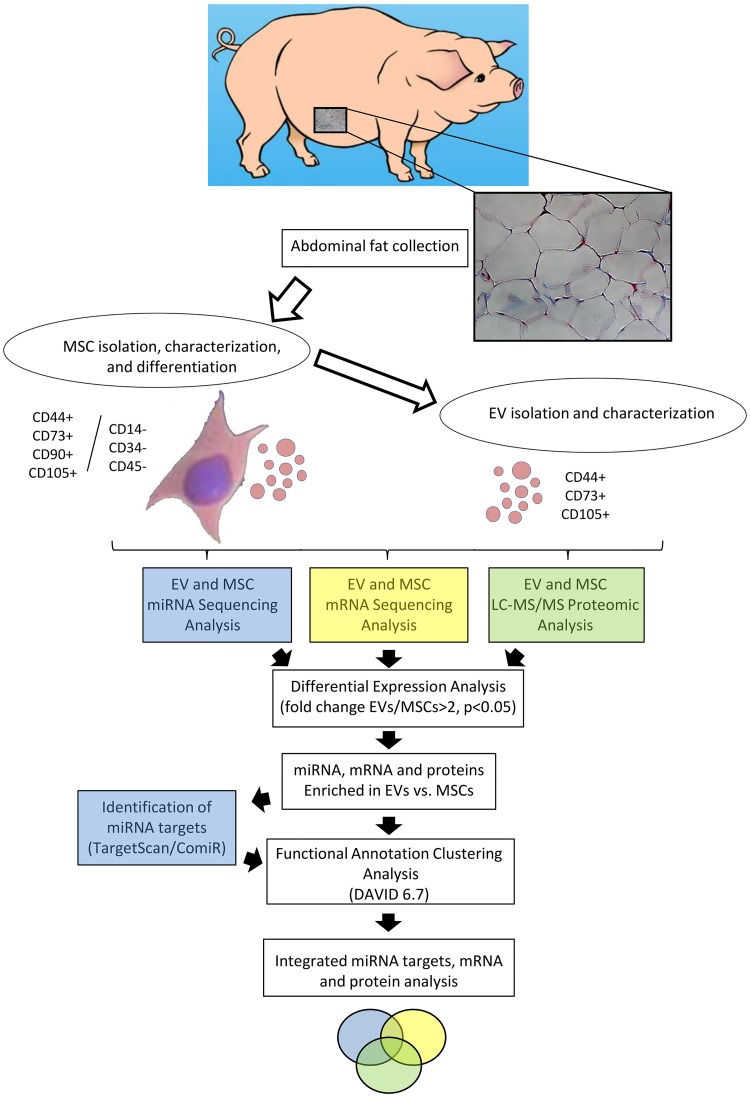
Overview of experimental design and data analysis. Abdominal fat was collected from female domestic pigs, and mesenchymal stem cells (MSCs) and their daughter extracellular vesicles (EVs) isolated and characterized. mRNA and miRNA sequencing analysis and LC-MS/MS proteomic analysis were performed in both MSCs and EVs (n = 3 each). Differentially expression analysis was performed and EV-enriched miRNA, mRNA, and proteins identified. miRNA predicted targets were identified with TargetScan and ComiR. Functional annotation clustering analysis was performed using DAVID 6.7 database to obtain a ranking of primary gene ontology categories for the enriched mRNA, miRNA target genes, and proteins. Venn diagrams were used to visualize genes shared between each group and their interactions, and STRING to predict associations between mRNA and miRNA target genes.

### MSC and EV isolation, characterization, and culture

Primary MSCs were isolated from abdominal fat (5-10g) using collagenase-H, cultured for 3 weeks in advanced MEM medium (Gibco/Invitrogen) supplemented with platelet lysate (PLTmax, Mill Creek Life Sciences, Rochester, MN), and used at the third passage, as previously shown [7, 9–13]. MSC cultures did not include any animal products with the exception of porcine MSCs. Cells were characterized in vitro by positive immuno-fluorescent staining and fluorescence activated cell sorting analysis for CD44, CD73, CD90, and CD105, as previously described [9, 10, 14] and consistent with our observations in human MSCs [15, 16].

EVs were isolated from MSC supernatants (10x10^6^ cells) by ultracentrifugation, as previously described [7]. Samples were centrifuged at 2,000g for 20min, the supernatant collected, and samples subsequently centrifuged at 100,000g for 1h at 4°C. EVs were then collected, suspended in wash buffer medium 199, and centrifuged at 100,00g for 1hr. Transmission electron microscopy was performed to investigate size and structure of MSC-derived EVs using digital electron microscopy (JEOL 1200 EXII, Mayo Clinic’s electron microscopy core) [8]. EVs were then characterized based on the expression of both EV (CD9, CD29, and CD63) and MSC (CD73 and CD105) surface markers by western blot (AbD Serotec cat#: MCA1189 and AA120-175, and Abcam cat#: ab61873, ab115289, and ab135528). In addition, EV concentration and size distribution were assessed by nanoparticle tracking analysis (NTA) using NanoSight NS300. EVs were diluted with PBS and samples continuously run through a flow-cell top-plate at 25μL/min. Three videos (120 seconds each) of Brownian motion of nanoparticles were recorded and 1,000 completed tracks analyzed using NTA 2.3.5.

### Transcriptome analysis

RNA sequencing analysis was performed as described [16]. Sequencing RNA libraries were prepared according to the manufacturer’s protocol (TruSeq RNA Sample Prep Kit v2, Illumina) and loaded onto flow cells (8-10pM) to generate cluster densities of 700,000/mm^2^ following the standard protocol for the Illumina cBot and cBot Paired-end cluster kit version-3. Cells were sequenced on an Illumina HiSeq 2000 using TruSeq SBS kit version 3 and HCS v2.0.12 data collection software and data analyzed using the MAPRSeq v.1.2.1 system and the Bioinformatics Core standard tool, which includes alignment with TopHat 2.0.6 [17, 18] and gene counts with the featureCounts software [19]. miRNA-Seq data were analyzed using CAP-miRSeq v1.1 [20] and normalization and differential expression analysis performed using edgeR 2.6.2 [21]. Gene expression was normalized to 1 million reads and corrected for gene length (reads per kilobasepair per million mapped reads, RPKM), and miRNA expression levels expressed as normalized total reads.

### Proteome analysis

Liquid chromatography mass spectrometry (LC-MS/MS) proteomic analysis was performed as previously described [22, 23]. MSC and EV pellets were solubilized and lysed, and protein samples denatured by incubation at 85°C for 10min. Aliquots were resolubilized in reducing sample buffer and samples electrophoresed in 4–20% TGX Ready gels at 200V for 30min. Gel sections were digested with trypsin [23], and peptides extracted and transferred onto a 35cmx100μm PicoFrit column 9 (NewObjective), self-packed with Agilent Poroshell 120S 2.7μm EC-C18 stationary phase, using a Dionex UltiMate 3000 RSLC LC system (Thermo-Fisher Scientific). Peptides were separated and eluting peptides analyzed using a QExactive mass spectrometer (Thermo-Fisher Scientific). Label-free peptide MS1 intensity-based methods were used to identify differentially expressed proteins between MSCs and EVs. Data quality was assessed using MaxQuant 1.5.1) software [24] and reversed protein sequences appended to the database for estimating protein identification false discovery rates (FDRs). Protein group intensities of each sample were log_2_ transformed, normalized, and modeled using a Gaussian-linked generalized linear model. Data was normalized by protein loading, and differential p-values FDR-corrected using the Benjamini-Hochberg-Yekutieli procedure [25].

### Validation of RNAseq and proteomic analysis

SMAD2 and POU2F1 mRNAs, miR-140-3p and miR-378 miRNAs, and C2 and TGFβ-1 proteins, which were all enriched in EVs, were selected for validation, and their expression in EVs and MSCs measured by quantitative PCR and Western blot, respectively.

### Human Umbilical Vein Endothelial Cells (HUVEC) studies

In vitro experiments were performed in HUVECs (Cell Applications, cat# 200K-05f). Cells were characterized by the expression of the endothelial markers CD31 and cultured and maintained at 37°C in endothelial culture media supplied by the company. Then, HUVECs were sub cultured in T-75 flasks either untreated or treated with red fluorescence labeled (PKH26, Sigma) EVs (100μg of protein each) for 24hrs. Expression of the candidate miRNAs (miR-140-3p and miR-378), genes (SMAD2 and POU2F1), and proteins (C2 and TGFβ-1) was measured by quantitative PCR and western blot (six wells per group).

### Integrated bioinformatic analysis of miRNA, mRNA, and protein data

miRNA, mRNA, and proteins with fold-change (EVs/MSCs) >2 and p values <0.05 (EVs vs. MSCs, 2-tail Student t-test) were considered enriched in EVs [16]. We used TargetScan 7.1 (http://www.targetscan.org/vert_71) and ComiR (http://lagavulin.ccbb.pitt.edu/comir/index.php) to predict target genes of miRNAs enriched in EVs. Proteins enriched in EVs were classified by their molecular function and cellular localization using Protein Analysis Through Evolutionary Relationships (PANTHER) [26]. Functional annotation clustering analysis was performed using DAVID6.7 database (http://david.abcc.ncifcrf.gov/) [27, 28] to obtain a ranking of primary gene ontology categories for the enriched mRNAs, miRNA target genes, and proteins. Three-way Venn diagrams were constructed using VENNY 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/) to visualize common mRNAs, miRNA target genes, and proteins upregulated in EVs, as well as common TF mRNAs, miRNA target TFs, and TF proteins enriched in EVs. Functional annotation clustering analysis of shared genes was performed using DAVID6.7. Search Tool for the Retrieval of Interacting Genes (STRING) version 9.1 (http://string-db.org/) was used to predict associations between mRNA TFs and miRNA target TFs.

## Results

### MSC and EV characterization

MSCs expressed mesenchymal markers (CD44, CD90, and CD105), were negative for endothelial (CD31) and inflammatory (CD14 and CD45) markers, and trans-differentiated into osteocytes, chondrocytes, and adipocytes in-vitro, as previously described [7, 9–13]. Transmission electron microscopy demonstrated that cultured MSCs release microparticles (Fig 2A) that express EV (CD9, CD29, and CD63) and MSC (CD73 and CD105) surface markers (Fig 2B). EV size/concentration distribution showed a similar proportion of exosomes and small microvesicles (Fig 2C). The prominent production of EVs by MSCs provides a compelling argument for the general working hypothesis that EVs are integral components of the basic tissue repair machinery of MSCs.

**Fig 2:**
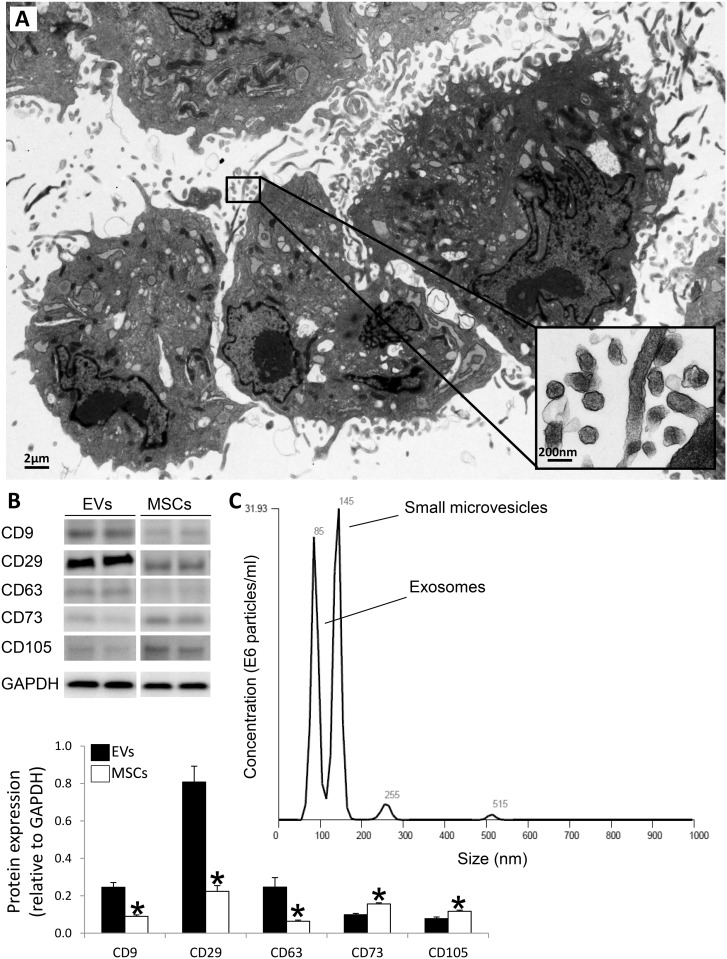
Characterization of MSC-derived EVs. A: Transmission electron microscopy showing cultured MSCs releasing EVs. B: EVs express common EV (CD9, CD29, and CD63) and MSC (CD73 and CD105) markers. C: Size distribution of isolated EVs revealed a similar proportion of small microvesicles and exosomes.

### 4 miRNAs were enriched in EVs

miRNA-Seq analysis identified a total of 413 miRNAs, among which miR-183, miR-378, miR-140-3p, and miR-222 were enriched in EVs compared to MSCs (Fig 3A). 

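Small-RNA libraries were sequenced from the MSCs of 3 pigs and from the EVs that these cells released, which gave 3 EV and 3 MSC libraries. The authors counted reads on each mature miRNA and its precursor with CAP-miRSeq and deposited the counts without normalization, together with the same values scaled to the library total (CPM). Reads that matched several precursors had been shared between them, and 81.0% of the deposited values were whole numbers. The table listed 326 mature miRNAs, of which 288 had a count in any library and 204 had a count in any EV library. The MSC libraries held 15395871, 14709463 and 9455607 counts for replicates 1, 2 and 3, with a median of 14709463. The EV libraries held 656888, 19454 and 18374 counts, with a median of 19454, so the lowest MSC total was 14.4 times the highest EV total. A count of 0 allows up to 3 counts in a library, which corresponded to 4.57, 154 and 163 CPM in EV replicates 1, 2 and 3. The most abundant miRNA of the MSC libraries, miR-21, took 28.8%, 33.5% and 74.4% of their counts when each mature miRNA was counted from a single entry, which left 13751322, 13210300 and 9194995 counts in MSC replicates 1, 2 and 3. Each mature miRNA was taken from a single entry, values were rounded to whole counts, and EVs were compared with MSCs by edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment.

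Of the 220 miRNAs tested, 0 were higher and 0 were lower in EVs with a fold change over 2 and an adjusted p-value under 0.05 (lowest adjusted p = 0.0813 from edgeR), and 67 had an unadjusted p-value under 0.05. Of these 67, 14 were higher and 53 were lower in EVs by more than 2-fold. At or under 3 counts in every EV library were 39 of the 53 lower miRNAs, and 32 of them were listed at 0. EV replicate 3 moved the adjusted counts most, since without it 20 miRNAs were higher and 96 lower past the adjusted threshold. With the pig as a block, 3 miRNAs were higher and 14 lower by the unadjusted thresholds. When the study's rule was applied to the deposited CPM, 4 miRNAs were higher in EVs, the 4 of Fig 3A, and 10 were lower. As run here, the rule took only the 201 miRNAs with a mean above 0 in both groups. It could not call lower those at 0 in every EV library, so the 10 cannot be set against the 53.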

Target prediction analysis revealed that miR-183, miR-140-3p, and miR-222 target over 400 genes, whereas miR-378 targets only 222 genes (Fig 3B). Venn diagram analysis shows a small number of miRNAs sharing target genes (Fig 3B). Functional annotation clustering analysis of mRNAs targeted by this set of miRNAs identified genes primarily associated with transcription (Fig 3C), including SMAD Family Member 2 (SMAD2), POU Class-2 Homeobox 1 (POU2F1), MDM4, P53 Regulator (MDM4), and One Cut Homeobox 2 (ONECUT2). These observations suggest that the miRNA cargo of EVs may alter the phenotype of recipient cells by mediating translational control of transcription factors.

**Fig 3:**
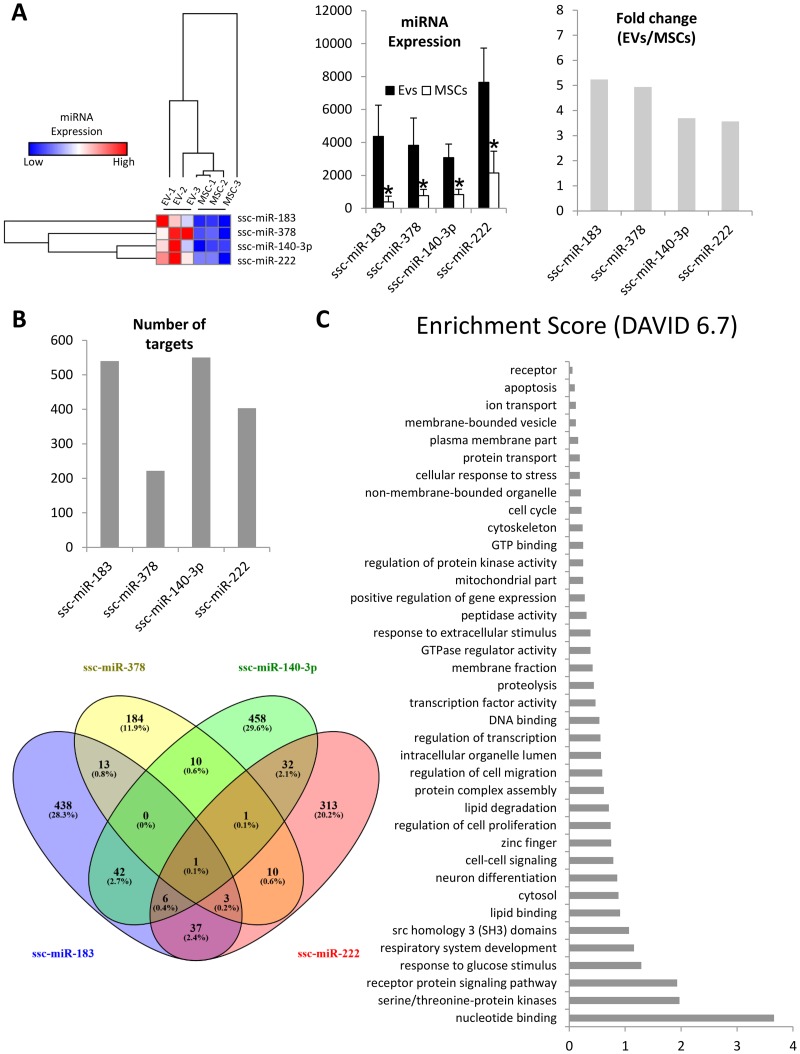
miRNA enriched in EVs. A. Heat map, miRNA expression, and fold change showing that ssc-miR-183, ssc-miR-378, ssc-miR-140-3p, and ssc-miR-222 were upregulated in EVs compared to MSCs. B. Number (top) and distribution (bottom) of miRNA targets of EV-enriched miRNAs. C: Functional annotation clustering of miRNA targets.

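In the deposited values, miR-183 had 4387 ± 1917 CPM in EVs (SD, n = 3) and 398 ± 343 CPM in MSCs (SD, n = 3). It rested on 1780, 126 and 73 counts in EV replicates 1, 2 and 3. Its log2 fold change was 3.55 (standard error 1.23, adjusted p = 0.101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in EVs of all 3 pigs. miR-222 had 7674 ± 2076 CPM in EVs (SD, n = 3) and 2147 ± 1329 CPM in MSCs (SD, n = 3), with a log2 fold change of 1.48 (standard error 0.77, adjusted p = 0.244 from edgeR). For miR-140-3p, the means were 3090 ± 809 CPM in EVs and 835 ± 328 CPM in MSCs (SD, n = 3 each), and the log2 fold change was 1.33 (standard error 0.86, adjusted p = 0.363 from edgeR). miR-378 had 3934 ± 1751 CPM in EVs and 820 ± 391 CPM in MSCs (SD, n = 3 each), with a log2 fold change of 1.06 (standard error 1.04, adjusted p = 0.545 from edgeR). After TMM normalization, miR-378 and miR-140-3p were higher in EVs of 2 of the 3 pigs. In CPM, every EV library was above every MSC library for each of the 4 miRNAs (two-sided exact permutation test on log2 values, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change of miR-183 ranged from 2.57 without EV replicate 2 to 4.22 across the fits that each left out 1 library, that of miR-378 from 0.60 without MSC replicate 1 to 2.23 without MSC replicate 3, that of miR-140-3p from 0.81 without EV replicate 1 to 1.59, and that of miR-222 from 1.05 to 1.64. TMM normalization scaled MSC replicate 3, in which miR-21 was most abundant, by a factor of 0.306 and EV replicate 3 by 3.24. Without miR-21 in the library totals, a setting chosen after the data were seen, miR-378 no longer passed the study's rule. Its log2 ratio of 1.17 was still over 2-fold and near the 1.18 of miR-140-3p, which passed. The intervals cover counting error only. From the enrichment of these miRNAs and the annotation of their predicted targets, the paper proposes that the miRNA cargo of EVs may change recipient cells through translational control of transcription factors.

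**Figure D1:**
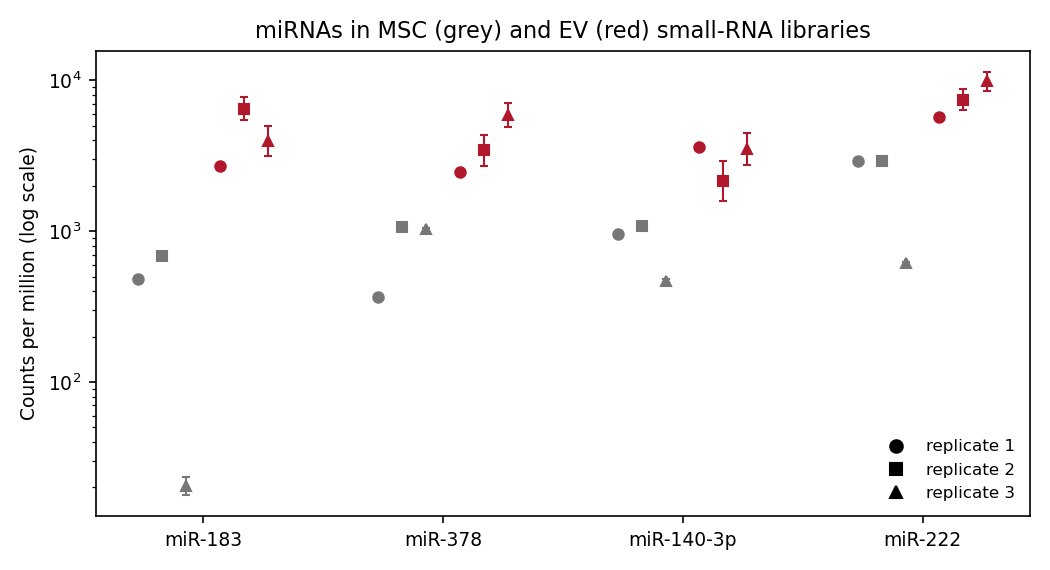
CPM on a log scale of miR-183, miR-378, miR-140-3p and miR-222 in each small-RNA library of MSCs (grey) and EVs (red), with 1 marker shape per replicate and 95% Wilson intervals. The interval of miR-140-3p in EV replicate 2, which rests on 42 counts, runs from 1598 to 2917 CPM.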

### 255 mRNAs were enriched in EVs

Of all annotated genes (n = 11,956), mapping of RNA reads revealed 255 mRNAs that were upregulated in EVs compared to their parent MSCs (Fig 4A). 

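Messenger RNA was sequenced from the MSCs and EVs of 3 pigs, with 3 libraries in each group. The authors aligned the reads with TopHat, counted them on genes with featureCounts, and deposited the raw counts and the RPKM of each gene, which had been divided by the length of its gene model and by a library total larger than the sum of the counts. Reads counted on genes numbered from 11332330 to 12276855 in the MSC libraries (median 11749971) and from 10429085 to 12151384 in the EV libraries (median 11608180). Of 29658 entries used, 16140 carried a gene symbol, 13363 of them distinct, and 10136 distinct symbols had at least 1 read. The values here use the raw counts, and edgeR's quasi-likelihood test was applied as for the miRNAs. Of the 5193 entries that share their span with another, 74.8% were at 0 reads, against 24.8% of the 15148 entries with no other entry over them.

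Among the 12392 entries tested, 0 were higher and 0 were lower in EVs with a fold change over 2 and an adjusted p-value under 0.05 (lowest adjusted p = 0.129 from edgeR), and 1978 had an unadjusted p-value under 0.05. Of those, 688 were higher and 442 were lower in EVs by more than 2-fold. The count of lower entries was 270 without EV replicate 2. With the pig as a block, 61 entries were higher and 75 were lower past the adjusted threshold. DESeq2 moved the adjusted counts most, to 259 higher and 186 lower. The study's rule, applied to the deposited RPKM of 16606 entries, gave 534 higher and 289 lower, and the 534 held 301 distinct symbols.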

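TRPS1 (ENSSSCG00000006018) lies on chromosome 4 from 24703617 to 24892807; the paper's text does not name the genome build. After TMM normalization it had 23.1 ± 6.15 CPM in EVs and 6.51 ± 1.11 in MSCs (SD, n = 3 each). Its log2 fold change was 1.82 (standard error 0.32, adjusted p = 0.206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the pig as a block the adjusted p was 0.0416. ELK4 (ENSSSCG00000025182, chromosome 9 from 72566746 to 72581074) had 17.9 ± 3.62 CPM in EVs and 3.99 ± 2.33 in MSCs (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.47, adjusted p = 0.212 from edgeR). NRIP1 (ENSSSCG00000021038, chromosome 13 from 190062821 to 190066291) had 23.8 ± 5.25 CPM in EVs and 5.80 ± 3.91 in MSCs (SD, n = 3 each), with a log2 fold change of 2.03 (standard error 0.61, adjusted p = 0.243 from edgeR). KLF7 is listed by 2 overlapping entries. The entry with more reads (ENSSSCG00000029998, chromosome 15 from 121838760 to 121892429) had 40.4 ± 8.44 CPM in EVs and 20.0 ± 3.50 in MSCs (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.27, adjusted p = 0.222 from edgeR), and the other entry had a log2 fold change of 0.79. All 4 genes were higher in the EVs of all 3 pigs, and every EV library was above every MSC library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

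**Figure D2:**
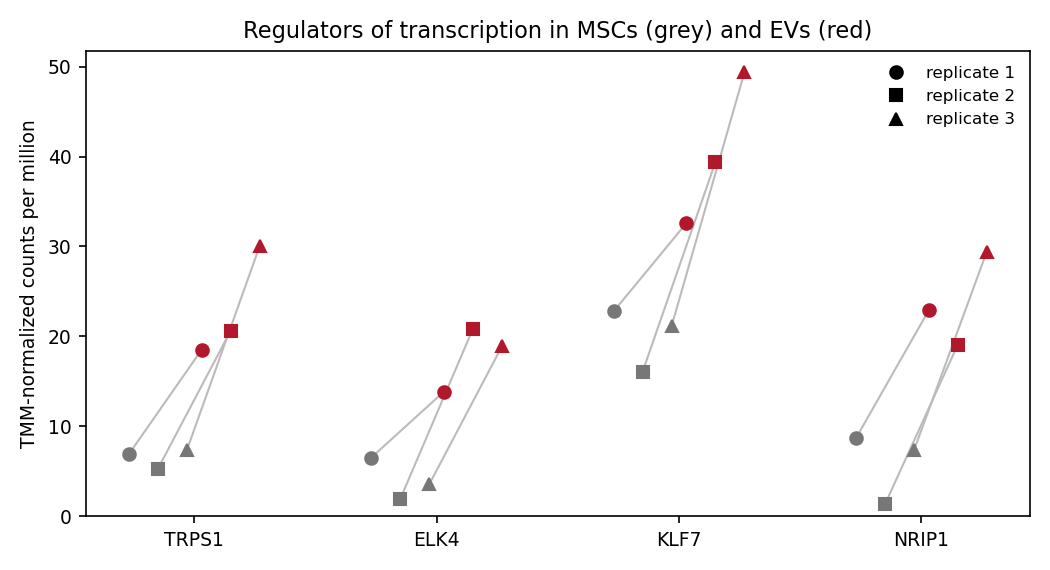
TMM-normalized CPM of TRPS1, ELK4, KLF7 and NRIP1 in the mRNA libraries of MSCs (grey) and EVs (red). Each line joins the 2 libraries of 1 pig, and each of the 12 lines rises from MSCs to EVs.

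Transcription factor genes were also tested as a set, chosen by symbol and without regard to the study's list. The 438 such genes were shifted toward EVs by a median of 0.23 on the log2 scale relative to the other genes (adjusted p = 0.00156 from limma's camera), and 60.7% of them were higher in EVs. The rotation test fry gave an adjusted p of 0.00882, and camera with an estimated correlation between genes gave 0.0967. Zinc-finger genes can be members of this set. The set without them was not tested, so its shift may come from them.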

Annotation analysis showed that EVs selectively contain genes encoding positive or negative regulators of transcription (Fig 4B), including Transcriptional Repressor GATA Binding 1 (TRPS1), ELK4, ETS Transcription Factor (ELK4), Kruppel-Like Factor 7 (KLF7), and Nuclear receptor interacting protein 1 (NRIP1) (Fig 4C). The presence of TF mRNAs in EVs conforms to the model that EVs may provide genetic instructions to recipient cells.

**Fig 4:**
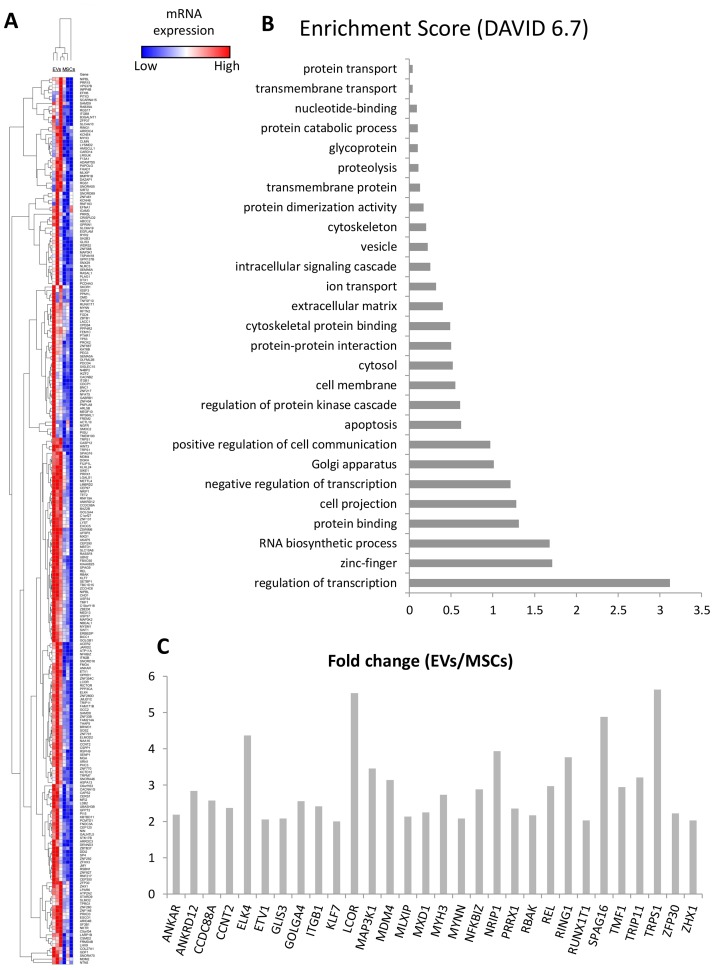
mRNA enriched in EVs. A. Heat map of 255 mRNAs enriched in EVs. B. Functional annotation clustering of EV-enriched mRNAs. C: Fold change (EVs/MSCs) of 30 genes involved in regulation of transcription enriched in EVs.

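Of the 30 genes of Fig 4C, 29 have an entry under their symbol in the count table (PRRX1 has none) and 26 passed the filter on low counts. Their log2 fold changes ranged from 1.01 to 2.15 with a median of 1.40, and 25 were higher in EVs of all 3 pigs. Although 22 passed the study's thresholds in the edgeR fit, 0 passed the adjusted threshold, with adjusted p-values from 0.162 to 0.355 in edgeR. Adjusted over the list alone, 22 passed, which is not independent evidence since the study chose the list on these samples. The pig as a block brought 3 past the adjusted threshold and DESeq2 brought 16. Without MSC replicate 2, 14 passed the study's thresholds and 14 passed when adjusted over the list alone, and without EV replicate 3, 9 passed the latter. ITGB1, RING1 and SPAG16 rested on too few reads to be tested: ITGB1 had 3 reads in the MSC libraries and 7 in the EV libraries together, RING1 3 and 11, and SPAG16 3 and 14. A second entry, at 0 reads, covers the whole of the span of ITGB1, and the same holds for RING1. From the mRNAs of transcription factors in EVs, the paper proposes that EVs may carry genetic instructions to recipient cells.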

### 277 proteins were enriched in EVs

Proteomic analysis identified a total of 5,623 proteins, including 277 selectively enriched in MSC-derived EVs (Fig 5A). The majority of the proteins enriched in EVs showed catalytic activity (53.5%), and were mostly distributed in the extracellular region (Fig 5B). Functional classification revealed an important diversity of biological roles, with glycoproteins and extracellular matrix proteins showing the highest enrichment scores, whereas the remaining categories, similarly distributed, included blood coagulation, inflammatory response, TGF-β signaling pathway, and angiogenenic proteins (Fig 5C). This proteomic cargo is consistent with biological activities of EVs in tissue repair.

**Fig 5:**
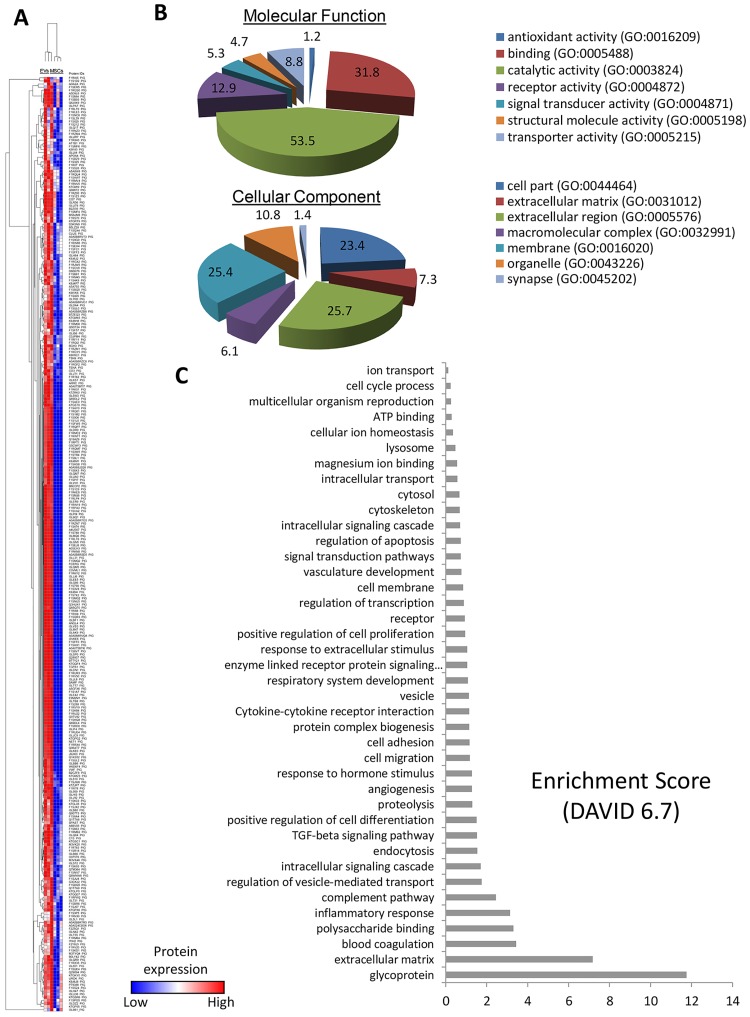
Proteins enriched in EVs. A. Heat map of 277 proteins upregulated in EVs compared to MSCs. B. Panther analysis of molecular function and cellular component of proteins upregulated in EVs. C. Functional annotation clustering of EV-enriched proteins.

### Validation of RNAseq and proteomic analysis

Expression of the candidate miRNAs, genes, and proteins followed the same patterns as the proteomics findings. Specifically, miR-140-3p, miR-378, SMAD2, POU2F1, C2, and TGFβ-1 were higher in EVs compared to their parent MSCs (Fig 6A).

**Fig 6:**
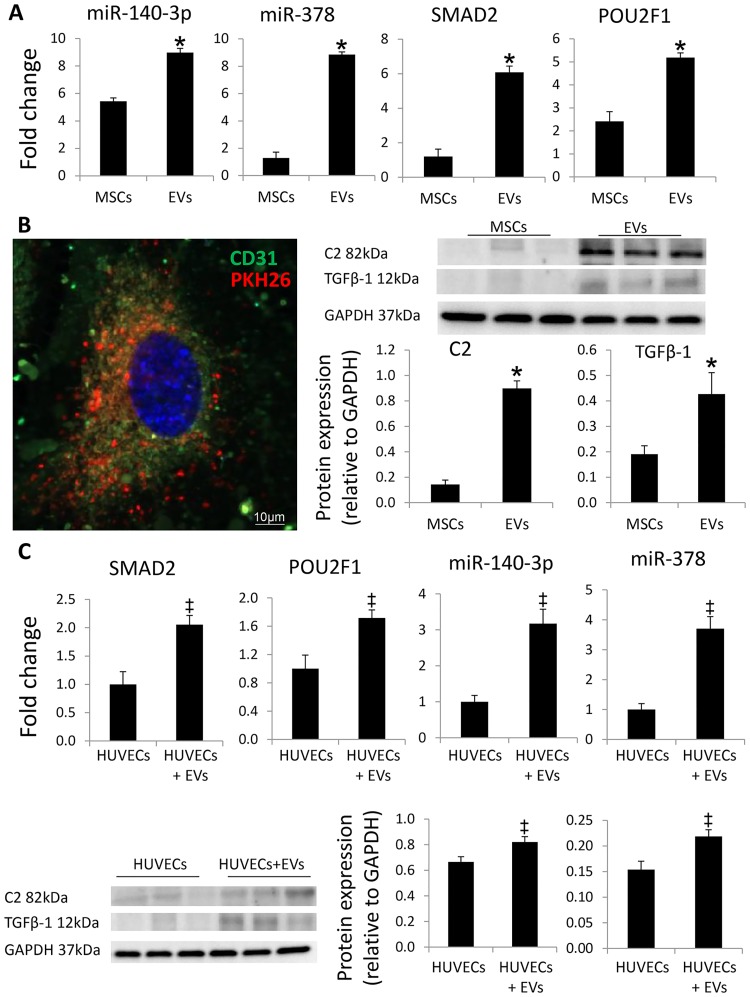
Validation of RNAseq and proteomic analysis. Expression of the candidate miRNAs (miR-140-3p and miR-378), genes (SMAD2 and POU2F1), and proteins (C2 and TGFβ-1) was concordant with the RNAseq and proteomics findings. MSC-derived EVs (PKH26, red) were internalized by cultured of human umbilical vein endothelial cells (HUVECs) (CD31, green). DAPI DAPI = blue, nuclei. Incubation of HUVECs with EVs increased HUVEC expression of miR-140-3p, miR-378, SMAD2, POU2F1, C2, and TGFβ-1. *p<0.05 vs. MSCs, ‡p<0.05 vs. HUVECs.

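In the mRNA libraries, SMAD2 (chromosome 1 from 106901465 to 106991088) had 17, 13 and 12 reads in MSC replicates 1, 2 and 3 and 5, 24 and 11 reads in the EV replicates. Its log2 fold change was -0.06 (standard error 0.59, adjusted p = 0.964 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.33 without EV replicate 1 and 0.01 without MSC replicate 1. A second entry over the same locus had a log2 fold change of 0.02. POU2F1 (chromosome 4 from 91272047 to 91451588) had 2, 0 and 4 reads in MSCs and 1, 2 and 1 reads in EVs, too few for a difference to be detectable at this depth. Another entry, at 0 reads, overlaps that of POU2F1 in part, and whether reads were lost on the overlap was not tested. The qPCR was not analysed here.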

### HUVEC studies

MSC-derived EVs were internalized by cultured HUVECs (Fig 6B). Incubation of HUVECs with EVs increased HUVEC expression of miR-140-3p, miR-378, SMAD2, POU2F1, C2, and TGFβ-1.

### Integrated miRNA, mRNA, and protein analysis

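The gene lists shown in Fig 7A were checked against the mRNA fit. Of the 41 mRNAs listed there, 39 have an entry under their symbol in the table and 33 could be tested. All 33 were higher in EVs, in all 3 pigs, with log2 fold changes from 1.01 to 3.98 and a median of 1.47. The largest was that of PI15 (chromosome 4 from 66776708 to 66802989), at 3.98 with a standard error of 0.72, and its adjusted p with the pig as a block was 0.0213. By the study's thresholds 30 passed, and 0 passed the adjusted threshold (adjusted p from 0.206 to 0.459 in edgeR), against 4 with the pig as a block and 20 with DESeq2. Adjusted over the list alone 28 passed, or 18 without EV replicate 3; the study chose the list on these samples, so this is not independent evidence. With limma on log2 RPKM after adding 1, only 7 of the 33 kept a 2-fold difference with an unadjusted p-value under 0.05. After adding 0.1, 27 did. Adding 1 shrinks the ratio of genes with a low RPKM, such as TRPS1 at 1.5 in EVs and 0.44 in MSCs.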

Venn diagrams identified 41 EV-enriched mRNAs that also are targeted by miRNAs enriched in EVs (Fig 7A). Functional annotation analysis revealed that these mRNAs primarily encode proteins involved in regulation of transcription, including specifically the subcategory of zinc finger proteins (Fig 7B). However, the collection of EV-enriched proteins does not overlap with predicted miRNA targets (n = 11, 0.7%) or mRNAs (n = 5, 0.3%). 

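Genes of zinc-finger proteins, chosen by symbol over the whole table, were tested as a set in the same libraries. The 241 genes were shifted by 0.46 on the log2 scale toward EVs relative to the other genes (adjusted p = 1.01e-07 from limma's camera), and 73.4% of them were higher in EVs. The shift held under fry (adjusted p = 0.0164) and not under camera with an estimated correlation between genes (adjusted p = 0.104). Across the fits that each left out 1 library, the shift ranged from 0.40 to 0.57.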

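Of the 5 mRNAs that the paper lists as shared with EV-enriched proteins, 4 could be tested. Their median log2 fold change was 1.74 and 3 passed the study's thresholds (1 without EV replicate 3), while 0 passed the adjusted threshold. Adjusted over the list alone 3 passed, or 1 without MSC replicate 2, without EV replicate 2 or without EV replicate 3. The pig as a block brought 1 past the adjusted threshold, MFI2, which the table lists as MELTF and whose adjusted p was then 0.0276 in edgeR. DESeq2 brought 2 past the adjusted threshold. ASPN had 2 reads in the MSC libraries and 7 in the EV libraries together and was not tested. A second entry, at 0 reads, covers the whole of the span of ASPN. Of the 11 predicted miRNA targets shared with EV-enriched proteins, 8 could be tested, and RAB27B, SLC5A3 and WNT5A have no entry under those symbols. Their median log2 fold change was 0.21, from -2.56 for LIPG to 0.82 for HGF, and 0 were higher by the study's thresholds (1 without MSC replicate 1). LIPG was lower by them, with an adjusted p of 0.219 from edgeR, 0.0441 adjusted over the list alone and 0.0320 over all entries with the pig as a block. Both lists were drawn by the study on these samples and are not independent evidence. The proteins were not analysed here. The paper reasons that so small an overlap is likely attributable to chance.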

The few genes that appear in common are likely attributable to stochastic events. 

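All 16 transcription factor mRNAs of S1 Table have an entry, and MDM2 and IKZF2 had too few reads to be tested. The other 14 were higher in EVs of all 3 pigs, with a median log2 fold change of 1.64. Of these, 13 passed the study's thresholds and 0 the adjusted threshold, and 11 passed adjusted over the list alone. Since the list was selected by the study from these libraries, the last count is not independent evidence. With the pig as a block 1 passed the adjusted threshold, and with DESeq2 9 did. With limma on log2 RPKM, 11 passed the study's thresholds after adding 0.1 and only 4 after adding 1. The study's rule paired by pig, chosen after the values were seen, also gave 4.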

A Venn diagram of TF mRNAs, miRNA that target TFs, and TF proteins enriched in EVs revealed that 16 TF mRNAs may represent direct miRNA targets (Fig 7C, S1 Table), yet none of the TF proteins provided are related to either TF mRNAs or TFs targeted by miRNAs. Hence, the EVs do not appear to contain mRNAs and their encoded protein, but rather one or the other.

**Fig 7:**
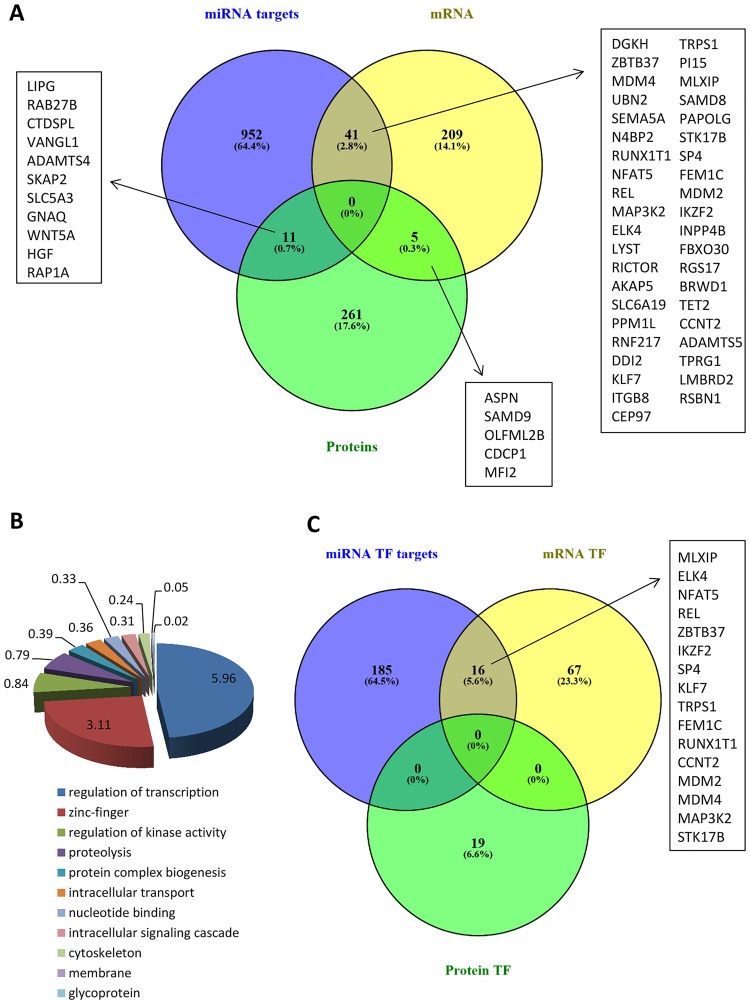
Interactions among miRNA, mRNA and proteins enriched in EVs. A. Venn diagram showing distribution of miRNA, mRNA, and proteins enriched in EVs, and their interactions. B. Functional annotation clustering of 41 common miRNA targets and mRNAs enriched in EVs. C. Distribution of transcription factor (TF) miRNA targets, TF mRNA, and TF proteins enriched in EVs.

To examine the regulatory interactions between mRNAs that encoded TFs and miRNAs that target these TF mRNAs, we used STRING as a computational method to infer gene functional interaction networks. We found a total of 529 known or predicted interactions and the most relevant of these include protein homology, co-expression, and experimentally determined interactions (S2 Table, Fig 8). Several TF mRNAs and TF-related miRNA targets exhibited high interaction scores, including MDM2-MDM4 (0.99), RUNX1T1- CBFA2T2 (0.95), CCNT2-CCNT1 (0.91), MAP3K2-PAK2 (0.91), and ELK1-MAPK-1 (0.85). Thus, mRNAs and miRNAs enriched in EVs may be linked to the same regulatory circuits.

**Fig 8:**
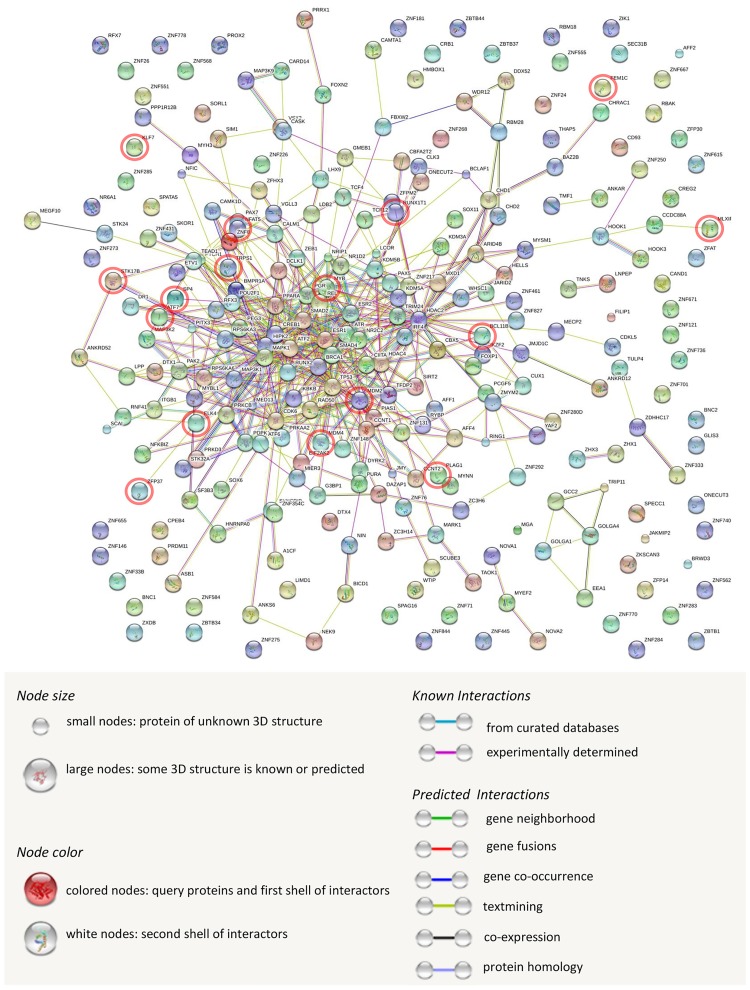
Interactions between Transcription Factor (TF) miRNA targets and TF mRNAs enriched in EVs. TF miRNA targets and mRNA TF network derived from STRING. Nodes represent TF miRNA targets and mRNA TFs, and color lines their interactions according to the functional association networks from the STRING database. Red circles indicate common (TF) miRNA targets and TF mRNAs enriched in EVs.

The data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO, accession number GSE87790), the Mass spectrometry Interactive Virtual Environment (MassIVE, accession number MSV000080245), and ProteomeXchange (accession number PXD005147).

## Discussion

The beneficial effects of MSCs have been attributed in part to the release of EVs, which participate in intercellular communication between MSCs and damaged cells. Coupled with their potential to alter the phenotype of recipient cells and exert tissue trophic and reparative effects [29], EVs have emerged as a novel and viable alternative to whole cell therapies. In this study, we have evaluated the molecular relatedness and putative functions of mRNAs, miRNAs, and proteins packed in MSC-derived EVs. Importantly, we found that the mRNA, miRNA, and protein content of EVs is distinct and mostly independent. Proteins present in EVs are distinct from those encoded by mRNAs included in EVs, and most of the miRNAs enriched in EVs target mRNAs distinct from those enriched in EVs. Hence, there is no direct regulatory correlation between mRNAs, miRNAs and proteins, in the sense that EVs do not incorporate mRNAs that encode for the same proteins that they contain. These findings are consistent with the premise that mRNAs are not translated in EVs and miRNAs do not actively silence translation of their cognate mRNAs.

A key advantage of the molecular diversity of mRNAs, miRNAs, and proteins packed in EVs is that EVs can provide recipient cells with several different regulatory options: (i) EV proteins can directly exert a biochemical effect upon release from EVs, (ii) mRNAs can be translated to generate proteins at levels greater than could be achieved by shuttling them within EVs (or that would otherwise be incompatible with EV generation or transport), and (iii) miRNAs can suppress translation of proteins and/or degrade mRNA species in cells targeted by EVs. Collectively, our observations suggest that EVs shuttle a selective three-component cargo (mRNA, miRNA and protein), which in molecular proportions might be different from that of donor cells. This cargo selectivity is consistent with the important putative roles of EVs as vectors of MSC function and intercellular communication, as well as the potential role of MSC-derived EVs in stimulating tissue repair.

Because EVs are enriched with an independent molecular tool kit comprising distinct proteins, mRNAs, and miRNAs, it is essential to link their activity with regulatory principles and biological activities that can be leveraged for therapeutic gain. Our study shows that the mRNAs and miRNAs of MSC-derived EVs are linked to pathways that control transcription in the nucleus, presumably to regulate gene expression in recipient cells. In contrast, proteins present in EVs seem to be associate with a broad spectrum of cellular signal transduction pathways that may control how recipient cells respond to external signals. Thus, our integrated analysis of the RNA and protein cargo of EVs from MSCs reveals an apparent dichotomy in both the cellular location and specific biochemical mechanisms that are targeted. This dichotomy would permit a model in which EVs command both the regulatory input and phenotypic expression output of the cells that they interact with.

Moreover, the identity of specific miRNAs, mRNAs, and proteins provides important clues about their regulatory potential. For example, our miRNA-seq analysis revealed that miR-183, miR-378, miR-140-3p, and miR-222 are enriched in EVs compared to MSCs. These miRNAs modulate differentiation commitments and fate of MSCs. For example, miR-183 regulates β1 integrin expression and thus cell adhesion of MSCs [30], whereas miR-378 promotes MSC survival and vascularization under hypoxic-ischemic conditions [31]. miR-140 (both miR-140-5p and miR-140-3p) regulates osteogenic lineage commitment in undifferentiated MSCs [32], whereas miR-222 regulates the expression of cell cycle regulatory proteins, endothelial cell function, and angiogenesis [33]. Therefore, transfer of these miRNAs to other damaged MSCs might promote proliferation and neovascularization, and their transfer to other cell types might condition them to interact with MSCs or EVs.

Functional annotation clustering analysis of mRNAs targeted by this set of miRNAs identified genes primarily associated to transcription. Likewise, EVs were selectively enriched with 255 genes encoding positive or negative regulators of transcription, including TRPS1, ELK4, KLF7, and NRIP1. Contrarily, functional classification of 277 proteins enriched in EVs revealed an important diversity of biological roles, including glycoproteins, extracellular matrix, blood coagulation, inflammatory response, TGF-β signaling pathway, and angiogenic proteins. Importantly, our RNAseq and proteomic findings correlate with previous observations in human MSCs [34] [35], suggesting that the MSC-derived EV ‘regulome’ has a high homology with the human counterpart. Hence, MSC-derived EVs contain an extensive and heterogeneous genetic and protein cargo capable of modulating several pathways in recipient cells. Indeed, we have recently shown in pigs with metabolic syndrome and renovascular disease that 4 weeks after intra-renal injection MSC-derived EVs incorporated into several cell types in the post-stenotic kidney, including proximal tubules, distal tubules, and macrophages [36], and attenuated tubular injury, fibrosis, and inflammation. 

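TGFBI (chromosome 2 from 143856230 to 143907415) had 5732, 1923 and 4147 reads in MSC replicates 1, 2 and 3 and 8675, 4722 and 20795 in the EV replicates. Its log2 fold change was 1.71 (standard error 0.65, adjusted p = 0.279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.75 without EV replicate 3. TGFB1 (chromosome 6 from 45070836 to 45141968) had a log2 fold change of 1.25 (standard error 0.47, adjusted p = 0.277 from edgeR), from 0.97 without EV replicate 2 to 1.96 without MSC replicate 2 across the fits that each left out 1 library, counted on an entry that overlaps another with 30263 reads. MMP2 had 4, 7 and 7 reads in MSCs and 4, 7 and 5 in EVs. A second entry, at 0 reads, covers the whole of the span of MMP2. NFKBIZ (chromosome 13 from 166744538 to 166776678) had 54.4 ± 6.16 CPM in EVs and 19.2 ± 0.920 in MSCs (SD, n = 3 each), a log2 fold change of 1.50 (standard error 0.22, adjusted p = 0.162 from edgeR, and 0.0428 with the pig as a block). TNFAIP6 (chromosome 15 from 90396 to 102494) had 24, 34 and 27 reads in MSCs and 84, 63 and 62 in EVs, with a log2 fold change of 1.30 (standard error 0.38, adjusted p = 0.237 from edgeR).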

In the current study, we noticed that MSC-derived EVs were enriched with genes, miRNAs, and proteins capable of modulating renal injury and fibrosis (e.g. TGFBI, TGFβ1, MMP-2), and inflammation (e.g. TNFAIP6, NFKBIZ, miR-140-3p), suggesting that the MSC-derived EV cargo matches the need of the tissue.

Furthermore, to test the capability of EVs to transfer their cargo to target cells, we incubated HUVECs with EVs. We found that MSC-derived EVs were internalized by cultured HUVECs. Notably, incubation of HUVECs with EVs increased the expression of several miRNAs, genes, and proteins enriched in those EVs, suggesting transfer of genetic and protein cargo.

Interestingly, despite the mostly independent EV miRNA, mRNA, and protein content, we identified a significant number of EV-enriched mRNAs that did overlap with miRNA target genes upregulated in EVs. miRNAs are small non-coding RNA molecules that act as post-transcriptional negative regulators through base-pairing interactions with their targets mRNAs, leading to their degradation or translational repression. 

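STK17B (chromosome 15 from 111029414 to 111052824) had 99, 23 and 115 reads in MSC replicates 1, 2 and 3 and 199, 435 and 309 in the EV replicates, a log2 fold change of 2.06 (standard error 0.56, adjusted p = 0.223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RICTOR (chromosome 16 from 25361448 to 25498073) had 27.9 ± 3.15 TMM-normalized CPM in EVs and 6.60 ± 4.43 in MSCs (SD, n = 3 each), with a log2 fold change of 2.07 (standard error 0.52, adjusted p = 0.219 from edgeR). Both were higher in EVs of all 3 pigs. TET2 has no entry under that symbol in the count table, so its level could not be read.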

Among overlapping EV-enriched mRNAs and miRNA target genes are Serine/Threonine Kinase-17b (STK17B) and Tet Methylcytosine Dioxygenase-2 (TET2), which modulate MSC proliferation [37, 38], and RPTOR Independent Companion Of MTOR Complex-2 (RICTOR), an adaptor protein of the mammalian target of rapamycin (mTOR) multiprotein complex-2 that modulates MSC differentiation [39]. Therefore, EV miRNA-induced posttranscriptional regulation of these genes may be one of the mechanisms by which MSCs regulate their neighbors’ proliferation and differentiation.

Alternatively, miRNAs can inhibit cellular transcriptional repressors, and, thereby allow transcription. For example, Zinc Finger and BTB Domain Containing-32 (ZBTB32), a common mRNA and miRNA target gene enriched in EVs, functions as a transcriptional repressor to regulate the differentiation and activation of helper T-cells [40]. Therefore, miRNA-induced transcriptional regulation of this gene may be implicated in MSC-induced modulation of the immune response. Likewise, runt-related transcription factor-1 (RUNX1T1), a member of the myeloid translocation gene family that recruits a range of corepressors to facilitate transcriptional repression, overlapped between EV-enriched mRNAs and miRNA target genes. 

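ZBTB32 (ENSSSCG00000002908, chromosome 6 from 40597686 to 40601339) had 1 read in all 6 mRNA libraries together, in EV replicate 2, so a difference between EVs and MSCs was not detectable at this depth. S1 Table lists ZBTB37 and not ZBTB32. ZBTB37 had 19 reads in the MSC libraries and 43 in the EV libraries together. Its log2 fold change was 1.21 (standard error 0.51, adjusted p = 0.3045 from edgeR).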

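RUNX1T1 (chromosome 4 from 48110058 to 48171842) had 18.9 ± 5.21 TMM-normalized CPM in EVs and 8.99 ± 5.71 in MSCs (SD, n = 3 each). The log2 fold change was 1.06 (standard error 0.54, adjusted p = 0.355 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the gene was higher in EVs of all 3 pigs, and with the pig as a block its log2 fold change was 1.27. Across the fits that each left out 1 library it ranged from 0.65 without MSC replicate 2 to 1.56 without MSC replicate 3.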

Importantly, down-regulation of this gene is required for adipocyte differentiation of MSCs [41]. Therefore, post-transcriptional regulation of RUNX1T1 expression may trigger adipocyte differentiation in EV recipient cells.

Functional annotation analysis of common miRNA target genes and mRNAs enriched in EVs showed that over 70% are related to TFs. These proteins bind to specific DNA sequences, controlling transcription of genetic information from DNA to mRNAs. MSC self-renewal, proliferation, potency, and fate are regulated by coordinated transcription factor networks [42]. In line with this notion, gene functional interaction network analysis revealed multiple associations with overlapping mRNAs and miRNA target TFs, including interactions between MDM2 and MDM4, negative regulators of p53 that play a key role in the initiation of the MSC adipogenic program [43]. Furthermore, we found interactions of MAPK1 with SMAD2 and SMAD4, which might be implicated in regulation of both cell survival and apoptosis [44]. Therefore, our observations suggest that interactions between EV TFs participate in the transcriptional control of cellular function in recipient cells.

We acknowledge limitations to this study, including the low number of samples and inability to identify MSC and EV post-translational changes by LC-MS/MS proteomic analysis. Despite these caveats, this study has a number of strengths, including the novel comprehensive characterization of the mRNA, miRNA, and proteomic cargo of porcine MSC-derived EVs, and a joint analysis using an integrated system level approach to elucidate their molecular networks and interactions.

## Conclusions

In summary, our study shows that porcine MSC-derived EVs contain mRNAs, miRNAs, and proteins capable of modifying recipient cell phenotype and function, modulating multiple cellular pathways, and activating regenerative mechanisms. Moreover, differences in miRNA, mRNA, and protein composition between EVs and their parent MSCs suggest a complex mechanism of EV cargo sequestration and packaging. Notably, we identified a significant number of overlapping mRNAs and miRNAs TFs enriched in EVs, suggesting that interactions between mRNA and miRNA target TFs may be an important mechanism driving MSC-based repair. These observations support proposed shuttling mechanisms mediated by EV-dependent signaling between MSCs and recipient cells, and encourage development of EV-based regenerative strategies. Our present studies provide a platform for further studies to elucidate the molecular mechanisms by which proteins, transcriptional factors, and translational regulators transferred by MSC-derived EVs may activate tissue repair in recipient cells.

## Supporting information

S1 Table Transcription factors enriched in Extracellular Vesicles (EVs). Sixteen transcription factors enriched in EVs that overlap with mRNA transcription factor targets of 4 miRNAs enriched in EVs.
(PDF) Click here for additional data file.

S2 Table Interactions between mRNA Transcription Factors (TFs). Interactions between mRNA TFs and miRNA TF target genes enriched in extracellular vesicles (EVs) using Search Tool for the Retrieval of Interacting Genes (STRING).
(PDF) Click here for additional data file.

# Supplementary material for: Integrated transcriptomic and proteomic analysis of the molecular cargo of extracellular vesicles derived from porcine adipose tissue-derived mesenchymal stem cells
**Source:** PLoS One. 2017 Mar 23;12(3):e0174303. doi: 10.1371/journal.pone.0174303
**Supplement:** S1 Table — Sixteen transcription factors enriched in EVs that overlap with mRNA transcription factor targets of 4 miRNAs enriched in EVs.

*Table S1.* Sixteen transcription factors enriched in extracellular vesicles (EVs) that overlap with mRNA transcription factor targets of 4 miRNAs enriched in EVs.

| <b>Official gene symbol</b> | <b>Gene name</b>                                           |
|-----------------------------|------------------------------------------------------------|
| MLXIP                       | MLX Interacting Protein                                    |
| ELK4                        | ETS Transcription Factor                                   |
| NFAT5                       | Nuclear Factor Of Activated T-Cells 5, Tonicity-Responsive |
| REL                         | REL Proto-Oncogene, NF-KB Subunit                          |
| ZBTB37                      | Zinc Finger And BTB Domain Containing 37                   |
| IKZF2                       | IKAROS Family Zinc Finger 2                                |
| SP4                         | Sp4 Transcription Factor                                   |
| KLF7                        | Kruppel-Like Factor 7                                      |
| TRPS1                       | Transcriptional Repressor GATA Binding 1                   |
| FEM1C                       | Fem-1 Homolog C                                            |
| RUNX1T1                     | RUNX1 Translocation Partner 1                              |
| CCNT2                       | Cyclin T2                                                  |
| MDM2                        | MDM2 Proto-Oncogene                                        |
| MDM4                        | MDM4, P53 Regulator                                        |
| MAP3K2                      | Mitogen-Activated Protein Kinase Kinase Kinase 2           |
| STK17B                      | Serine/Threonine Kinase 17b                                |

# Supplementary material for: Integrated transcriptomic and proteomic analysis of the molecular cargo of extracellular vesicles derived from porcine adipose tissue-derived mesenchymal stem cells
**Source:** PLoS One. 2017 Mar 23;12(3):e0174303. doi: 10.1371/journal.pone.0174303
**Supplement:** S2 Table — Interactions between mRNA TFs and miRNA TF target genes enriched in extracellular vesicles (EVs) using Search Tool for the Retrieval of Interacting Genes (STRING).

*Table S2.* Interactions between mRNA transcription factors (TFs) and miRNA TF target genes enriched in extracellular vesicles (EVs) using Search Tool for the Retrieval of Interacting Genes (STRING).

[illegible]

[illegible]

---

---

How the deposited data were processed for this re-analysis (not part of the article)

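The deposited data cover 12 libraries: mRNA and small RNA, each from the MSCs and the EVs of 3 pigs. Replicates 1, 2 and 3 are the pigs in the order of their labels, and the pig labels are the same in both assays. The titles, however, number the pigs differently in the small-RNA and the mRNA libraries. The titles of 1 small-RNA pair, that of replicate 3, carry a further label. Whether the pairs are the same animals in both assays is therefore uncertain, and pairs are used within each assay only. MSCs were taken at passage 3 from abdominal fat and cultured with platelet lysate, and EVs were collected from their supernatants by ultracentrifugation.

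For mRNA, the authors' table held 29661 entries with raw featureCounts reads, gene length and RPKM. Of these, 3 were shifted by a column because of a space in the gene name and were left out. The RPKM corresponded to library totals of which 25.4% to 28.2% were counted on genes. Gene symbols were taken from the table for 4336 entries named by symbol and from the annotation for 11804 of the 25322 named by Ensembl identifier. For a symbol with several entries, the one with the most reads was used. The 1170 entries on sequences named X, Y or MT without a prefix all had 0 reads, so mitochondrially encoded genes could not be tested as a set. Histone genes were too few after the filter (at least 5 are needed) and could be tested only without it.

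For small RNA, the authors' tables held 385 entries for 326 mature miRNAs and 280 precursors, with expected counts that the authors made by CAP-miRSeq by sharing reads that match several precursors between them in fractions, and with CPM. The CPM equalled the counts scaled to the sum of the library's column.

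EVs were compared with MSCs with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment). A gene was counted when its fold change exceeded 2 and its adjusted p-value was under 0.05, or, by the thresholds of the study, its unadjusted p-value was under 0.05. Gene sets were tested with camera of limma 3.58.1 (preset correlation 0.01, voom weights), with Benjamini-Hochberg adjustment over the sets. The study's own rule, a ratio of group means over 2 with an unadjusted p-value under 0.05, was applied to the deposited RPKM and CPM. It was run only on entries with a mean above 0 in both groups. Alternatives fixed before the data were examined were other scaling factors, DESeq2 1.42.0, edgeR's exact test for miRNAs, other filters, pseudocounts of 1 and 0.1 on normalized values with limma, the pig as a block, and leaving out each library. Added later were the fits without entries that share a span (an overlap of at least 0.9), without miR-21, with the trend of gene length removed, and the study's rule paired by pig.

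The genes named in the text are those the paper names, its MSC and EV markers, members of the reported sets, and up to 5 per direction with the largest fold change among those past the threshold (the unadjusted one where none passed the adjustment) that changed the same way in all 3 pigs. Genes and lists chosen otherwise are said to be so where they appear.

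The pairing of libraries by pig was checked on their deviations from the group means. In mRNA, libraries of the same pig correlated at 0.251, 0.384 and 0.408, and libraries of different pigs at -0.364 to -0.038. In small RNA, the same-pig values were -0.227, -0.019 and -0.132, and the different-pig values -0.078 to 0.17. The small-RNA values thus give no sign of the pairing. The pairing comes from the sample labels.

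The fits were tested on simulated data. With 200 of 12392 mRNA entries changed 4-fold, edgeR recovered 51% of them with 11 false calls, and with a 16-fold change 96% with 9. With 40 of 220 miRNAs changed 16-fold at the dispersion of these libraries, it recovered 2.5%, so a count of 0 for miRNAs says little about absence. Camera called a set that was shifted in the simulation and did not call an unshifted one.

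Wilson intervals at 95% and the limit of 3 counts for a count of 0 cover counting error only, since the reads carry no molecular identifiers. The qPCR, western blot, proteomic, imaging and endothelial cell experiments were not analysed here.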

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

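Apart from the splits of the libraries, the tests in this part were chosen only after the result was seen.

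The paper reports mRNAs higher in EVs and does not report on those lower in them. With the pig as a block, 75 entries were lower in EVs past the adjusted threshold, and 0 were without the block, where 1978 entries had an unadjusted p-value under 0.05 in either direction. Of the 4 splits of the 6 libraries that part all 3 pairs, 1, the real one, gave as many blocked calls, and the other 3 gave at most 1. Without the block, all 10 splits gave 0 adjusted calls, the real one included, which says nothing about chance, and only the real split, 1 of 10, gave as many calls by the study's thresholds (1130, against at most 620). These counts of splits cannot exclude a chance division of the libraries, since 1 of 4 and 1 of 10 are the least that the design allows. The largest falls included those of CCN2 (log2 fold change -4.82), CCN1 (-4.37) and ACTA2 (-4.10), each higher in EVs of 0 of 3 pigs, with adjusted p-values in edgeR of 0.131, 0.143 and 0.206, and of 0.0116 for each with the pig as a block.

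Ribosomal protein genes, a class the paper does not discuss, were lower in EVs as a set. The 21 genes tested were shifted by -0.954 on the log2 scale, with 0% of them higher in EVs (adjusted p = 3.47e-07 from camera), but fry gave an adjusted p of 0.0983 and an estimated correlation 0.246. The libraries differed within the groups. MSC replicate 2 stood 1.18 above the mean of the libraries and EV replicate 2 stood -0.79 from it, while MSC replicate 1 was at -0.01 and EV replicate 3 at -0.09. In 3 of the 10 splits of the libraries the set reached as small a p-value, so chance division stays open. MSC replicate 2 was not the whole cause, since the shift was -0.607 without it, nor was gene length, since it was -0.814 with the trend of length removed in each library. What remains untested is a difference in RNA extraction or library input between the fractions, which the design confounds with them, and a biological difference between EVs and MSCs.

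In small RNA, miR-148a-3p, which the paper does not discuss, was the most abundant miRNA of EV replicates 1 and 2, with 234157 CPM in EV replicate 1, far above the 4.57 CPM that a count of 0 allows. EV replicate 3 had a different profile. Its most abundant miRNA was miR-92a, and it had 4572 CPM of miR-148a-3p. RNA of platelets or blood cells is a candidate source, but miR-451 was at 54.4 CPM, a single count, and miR-142-3p at a single count, while other miRNAs listed beforehand as abundant in platelets or blood cells were high there: miR-92a itself at 94887 CPM, miR-20a at 11665, miR-486 at 2449 and miR-126-3p at 1197, the last on 22 counts against 0 in EV replicates 1 and 2. MSC libraries also held miR-92a, miR-20a and miR-126-3p. With the values going both ways in a library of 18374 counts, RNA of platelets or blood cells cannot be told apart from another origin. A difference in the EV preparation of that pig was not tested.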

How the results depend on the processing

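Of these fits, the one without entries on a shared span, the ones without miR-21, the ones with the length trend removed and the ones with the study's rule paired by pig were chosen only after the result was seen. The cause of a change was not tested unless it is given.

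For mRNA, the counts past the adjusted threshold (0 higher, 0 lower) were 259 and 186 with DESeq2 and 61 and 75 with the replicate block, with 99 of the blocked calls shared with DESeq2. Lower entries numbered 3 with library size only and 5 without a filter. With limma on log2 RPKM, 1 was higher and 10 lower after adding 1, and 5 were lower after adding 0.1. By the study's thresholds, limma after adding 1 gave 233 higher and 194 lower, the study's rule 289 lower, and the study's rule paired by pig 203 and 208. Across the 6 fits that each left out 1 library, the counts ranged from 511 to 948 higher and from 270 to 607 lower.

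Of the Fig 7A list, 20 passed the adjusted threshold with DESeq2 and 4 with the replicate block. By the study's thresholds, 7 passed with limma after adding 1, 27 after adding 0.1 and 15 with the paired rule. Of the Fig 4C list, 16 and 3 passed the adjusted threshold. By the study's thresholds, 9 passed with limma after adding 1 and 22 after adding 0.1, and 14 to 21 passed across the 6 leave-one-out fits.

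For miRNAs, the counts past the adjusted threshold were 14 higher and 15 lower with DESeq2, 9 and 26 with edgeR's exact test, and 36 lower with limma after adding 1 or 0.1. The study's rule gave 1 lower, and 8 without miR-21. Leave-one-out fits gave 0 to 20 higher and 0 to 96 lower. By the study's thresholds, 27 were higher with upper-quartile factors and 27 higher and 30 lower with DESeq2. The replicate block gave 3 and 14, the study's rule 4 and 10, limma 6 higher, the study's rule without miR-21 3 and 25, and the paired rule 0 and 5. Leave-one-out fits gave 3 to 24 higher and 16 to 112 lower. The share of higher among these calls was 20.9% with TMM, 42.2% with upper-quartile factors and 47.4% with DESeq2, and the median log2 fold change of all miRNAs was -0.999 with TMM, 0.003 by library size, -0.026 by upper quartile and -0.335 with DESeq2.

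miR-183 lost an unadjusted p-value under 0.05 with library size only (3.51), with the paired rule (3.46), without MSC replicate 1 (3.64), without MSC replicate 3 (2.94) and without EV replicate 2 (2.57), and its log2 fold change ranged from 2.57 to 4.22 in leave-one-out fits. miR-378 gained it with the study's rule (2.26). miR-140-3p gained it with upper-quartile factors (2.93), the study's rule (1.89) and that rule without miR-21 (1.18). miR-222 gained it with upper-quartile factors (3.25), DESeq2 (1.86), the study's rule (1.84), that rule without miR-21 (1.29) and the fit without EV replicate 3 (1.63), and ranged from 1.05 to 1.64 in leave-one-out fits. All 4 were higher in EVs under every alternative.

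The zinc-finger set (0.464) lost an unadjusted p-value under 0.05 only with an estimated correlation, and the ribosomal protein set (-0.954) with that and with fry, which leave the shift as it is. Small nucleolar RNA genes (-0.142, adjusted p = 0.841) reversed to 0.11 without a filter and ranged from -0.481 to 0.126 in leave-one-out fits. The transcription factor set (0.233) kept an unadjusted p-value under 0.05 under each alternative run on it. With limma on log2 RPKM after adding 1, the shifts were smaller, 0.229 for the zinc-finger set and 0.117 for the transcription factor set. After adding 0.1 they were 0.419 and 0.202. SMAD2 (-0.06) ranged from -0.63 to 0.33 in leave-one-out fits, and reversed without MSC replicate 1 (0.01) and without EV replicate 1 (0.33).

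Marker miRNAs of platelets and blood cells higher in EVs numbered 2, against 4 with library size only, 5 with upper-quartile factors, DESeq2 or no filter, 8 with the study's rule in each of its 3 forms, and 1 to 5 in leave-one-out fits.

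Among 37 single genes and miRNAs, leaving out a library made 20 other results weaker and 3 stronger, and the other alternatives made 43 weaker and 3 stronger. With the replicate block, RUNX1T1 (1.27) gained an unadjusted p-value under 0.05, and miR-30e-3p, miR-370, miR-3613, miR-2320-5p, miR-1306-5p and miR-499-5p lost it. The block also brought single genes past the adjusted threshold, where 0 were without it: TRPS1 and NFKBIZ, and all 10 entries with the largest fold changes, with adjusted p-values in edgeR from 0.0116 (among them CCN2, CCN1, ACTA2 and MMP13) to 0.0436 (GPNMB). It brought 0 of the single miRNAs past it.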

Differences from the paper's values

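No test in this part was chosen after the result was seen, except the study's rule paired by pig and the counts of distinct symbols.

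The paper reports 255 mRNAs enriched in EVs, against 688 entries here by the same thresholds. Of the alternatives set before the data were examined, limma on log2 RPKM after adding 1 gave 233, within 1.5 times of the paper's value. Every other such alternative gave from 511 to 992, the study's rule on RPKM among them with 534. The study's rule paired by pig, chosen after seeing the values, gave 203. These are counts of entries, and which alternative comes close depends on the unit. Counted as distinct symbols, edgeR with TMM gave 406 and limma after adding 1 gave 122, while the study's rule gave 301, library size only 373, and the fits without MSC replicate 2, without EV replicate 2 and without EV replicate 3 gave 342, 314 and 297, these last 5 within 1.5 times of the paper's value.

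The paper reports 4 miRNAs enriched in EVs, against 14 here by the same thresholds. The study's rule on the deposited CPM gave 4, the same miRNAs as the paper's. The replicate block gave 3, the fits without MSC replicate 1 and without MSC replicate 3 gave 3 and 6, and limma after adding 1 or 0.1 gave 6, all within 1.5 times of the paper's value. The other alternatives set before the data were examined gave from 7 to 27.

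The fold change of TRPS1 is about 5.6 in Fig. 4C, read from the image, against 3.53 here. Of the alternatives set before the data were examined, the fits without MSC replicate 3, without EV replicate 1 and without EV replicate 2 (3.77, 3.88 and 3.76) came within 1.5 times of the paper's value. The others, including the study's rule at 3.49, did not.

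The fold change of miR-183 is about 5.2 in Fig. 3A, read from the image, against 11.7 here, and the ratio of the deposited CPM was 11.0. The bars of the same figure, about 4400 and about 400, lie near the 4387 and 398 CPM found here. Of the alternatives set before the data were examined, those that closed the gap were the fits without MSC replicate 3 (7.68) and without EV replicate 2 (5.95).

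The paper describes SMAD2 and POU2F1 in EVs as concordant with its sequencing. Here SMAD2 had a log2 fold change of -0.06 (standard error 0.59), on an entry that a second SMAD2 entry overlaps. POU2F1 had too few reads to test, on an entry that another, at 0 reads, overlaps in part. The paper names ZBTB32 as an mRNA enriched in EVs, and here it had 1 read in all libraries. Its S1 Table lists ZBTB37 and not ZBTB32, and ZBTB37 had a log2 fold change of 1.21 here. MMP2 is named among the genes, miRNAs and proteins enriched in EVs, and the paper does not say whether as mRNA or protein. Its mRNA had 18 reads in the MSC libraries and 16 in the EV libraries together. A second entry, at 0 reads, covers the whole of its span. TET2 is named among the enriched mRNAs and has no entry under that symbol, while many entries carry no symbol. The paper calls miR-378, miR-140-3p and miR-222 enriched. In the edgeR fit they did not pass its thresholds, and the study's rule called all 3.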

Other observations

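Apart from the platelet and blood-cell marker lists and the splits of the libraries, the tests in this part were chosen only after the result was seen.

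The shift of zinc-finger genes toward EVs was weighed against technical explanations. With the trend of gene length removed in each library the shift was 0.444, and it was 0.443 with the replicate block alone and 0.442 with both. Without entries that share a span it was 0.484, and without MSC replicate 2 it was 0.401. Of 10000 random lists of the same expression, the highest median was 0.22, against 0.45 for the set. These values argue against length, lost reads, expression level and that library as the whole cause. Chance division stays open, since 1 of the 10 splits, the real one, gave as small a p-value for this set, and likewise 1 of 10 for transcription factor genes, in a design where 1 of 10 is the least possible. Base composition was not analysed here, and the library input is confounded with the fraction. Of the splits, 1 of 10 gave as many genes of the Fig 4C list by the study's thresholds, and 1 of 10 for the Fig 7A list, but the study chose both lists on the real split.

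The 53 miRNAs lower in EVs by the study's thresholds come with EV libraries of far fewer counts. When the MSC libraries were thinned to the EV totals and compared with the full MSC libraries in 20 draws, at most 3 miRNAs were called lower, so fewer reads alone are unlikely to be the whole cause. Few molecules entering the EV libraries could be, since 39 of the 53 were at or under 3 counts in every EV library, and these cannot be told apart from absence. The number of miRNAs with a count went both ways. EV replicates 1 and 2 held 122 and 73, against 239 to 253 and 144 to 173 in thinned MSC libraries of the same pig, which goes with few molecules. EV replicate 3 held 181, against 111 to 137, which goes against few molecules in that library. Only 1 of the 10 splits gave as many miRNAs by the study's thresholds. Since 0 passed the adjusted threshold in the real split, with or without the replicate block, all 10 splits, and all 4 that part the pairs, gave at least as many, which says nothing about chance. Of the 5 largest falls, all at 0 in EVs, miR-7134-5p was at least 2.35-fold lower, miR-3613 at least 1.14-fold and miR-2320-5p at least 1.13-fold, as a bound on the mean of the 3 pigs, and for miR-1306-5p and miR-499-5p the counts set no bound on that mean, which rests mostly on the shallow EV replicates 2 and 3. In pig 1 alone, whose EV library was the deepest, the bounds were 68.7-fold for miR-7134-5p, 31.7-fold for miR-3613, 34.5-fold for miR-2320-5p, 28.0-fold for miR-1306-5p and 15.5-fold for miR-499-5p.

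miR-21 took most of the counts of MSC replicate 3 and could lower every other miRNA there. With it left out of the library totals, 3 of the 3 miRNAs miR-183, miR-140-3p and miR-222 still passed the study's rule, and miR-378 did not. The log2 ratio of miR-378, 1.17, was near the 1.18 of miR-140-3p and still over 2-fold. It failed on the unadjusted p-value only, so its call may rest in part on miR-21. miR-182, among the largest rises, had a CPM ratio of 11.0, as miR-183 did, whereas miR-221-3p had 0.826 against 3.57 for miR-222.

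The values of CCN2, CCN1, AMOTL2, ACTG1, ACTG2, PDLIM1 and PIM1, seen first, led to 3 lists, of targets of serum response factor, targets of YAP and immediate early genes, and these genes and ACTA2, which is among the largest falls, were left out of them. Cytoskeletal targets of serum response factor were lower in EVs (11 of 25 tested, shift -0.70, 10 lower, adjusted p = 0.00138 from limma's camera), and the set was also lower under fry. The shift was -0.85 with the length trend removed, and 0.37% of random lists of the same expression had a median as low. The lower share of these targets in EVs may thus be a property of the group, as a hypothesis found and tested on the same data, while chance division (1 of 10 splits) and library input stay open. Other YAP targets (shift -0.19, 8 of 12 lower, adjusted p = 0.558) and immediate early genes (0.15, 6 of 13 lower, adjusted p = 0.949) went both ways, so neither group can be told apart from no change.

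Platelet lysate in the medium could bring RNA of platelets. Of the 15 platelet and 10 red cell genes listed beforehand, 13 and 5 have an entry under their symbol, and 3 of the 6 that could be tested were higher in EVs. F13A1 was the highest (log2 fold change 2.42, adjusted p = 0.232 from edgeR). Another 6 platelet genes (TUBB1, ITGA2B, GP1BB, GP9, GP6 and CLEC1B), picked from the list afterwards, had 61 reads in the EV libraries and 93 in the MSC libraries. Of these reads GP9 held 52 and 83, and the rest were too few to tell. The log2 fold change of GP9 was -0.6 (adjusted p = 0.587 from edgeR). This cannot decide whether platelets were the source of F13A1, since it rests on 1 gene. The paper does not name the species of the lysate and states that the porcine MSCs were the only animal product in culture. Reads were counted on pig genes, so RNA of a lysate from another species could be missed. PPBP, SELP and HBB were at 0 reads, but their symbols are listed by more than 1 entry, as is that of TUBB1. Of the 16 listed miRNAs, 12 have an entry, and 2 of the 6 tested were higher in EVs.

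Among the MSC and EV markers, log2 fold changes were -0.41 for CD44, 0.54 for ENG, 0.02 for NT5E, -1.71 for PECAM1, 0.21 for CD14 and -0.53 for CD63. THY1 had 0 reads, on an entry that overlaps another with 49577 reads. With edgeR and TMM, MMP13 had the largest rise of the named genes (log2 fold change 6.40), on 290, 5615 and 73 reads in EV replicates 1, 2 and 3 and 4, 48 and 9 in MSCs. It was 3.06 without EV replicate 2 and up to 8.18 across the fits that each left out 1 library, so its size rests on that library.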
